A study of Gallus gallus with 6 samples.

How the data were processed

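Bulk RNA-seq was performed on chick cranial neural crest cells sorted by flow cytometry. Premigratory neural crest had been electroporated with an AQP-1 FL construct or with pMES, which the labels class as the control overexpression, and embryos were collected 24 h later at about Hamburger-Hamilton stage 15. AQP1 is the water channel aquaporin-1. Each of the 3 AQP1 samples pooled the fourth-rhombomere stream of 4 embryos, 12 embryos in all, and each of the 3 pMES samples pooled 5 embryos, 15 in all. Live YFP-positive cells were sorted straight into lysis buffer. cDNA was amplified with the SMART-seq v4 low-input chemistry and libraries were made with Nextera XT, per the labels' protocols. No molecular identifiers are mentioned there, so amplified copies of one RNA molecule were counted as separate reads.

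The deposited table holds raw read counts per Ensembl gene, with 1 column per sample. Per the labels' protocols, single-end reads of 51 bases from 2 lanes were aligned by the authors with STAR 2.5.2b to the chicken genome galGal4 with Ensembl 84 annotation, with end-to-end alignment and an sjdbScore of 2. The counting tool, its strand setting and its handling of reads that map to several places are not stated, so counts of overlapping genes and of near-identical gene copies are uncertain. The authors tested expression with edgeR 3.18.1 in R 3.4.1, per the labels' protocols, and called a gene changed at a p-value under 0.05 with a fold change above 1.5 in either direction. Whether that p-value was adjusted is not stated. The labels mention over 3000000 alignments per sample, and the deposited columns sum to between 23423235 and 29607133 counts.

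Each column was assigned to a sample by its name, which is the sample's title, and the group and replicate number come from the same title. The AQP1 samples are numbered 1, 2 and 3 and the pMES samples 1, 3 and 4. The table lists genes by Ensembl identifier only. Of its 17108 identifiers, 0 could be matched to a symbol in the gene table used here, in which 0 rows carry an Ensembl gene identifier. The transfected gene was therefore not looked up, the planned tests of fixed gene lists were not run, and no gene names, coordinates, GC contents or lengths are given.

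The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts as deposited, with TMM normalization, genes kept by filterByExpr at its default settings, all 6 samples in the fit, no covariate and Benjamini-Hochberg adjustment. The filter kept 10819 genes, which hold 99.96% of all counts. 2 calls were counted, both fixed before the data were examined: an adjusted p under 0.05, and the authors' threshold read with an unadjusted p under 0.05 and a fold change above 1.5. The rule for naming genes, also fixed beforehand, took genes by smallest p among those past a threshold whose AQP1 and pMES values do not overlap, and passed over genes with no symbol. Since no gene had one, the 2 genes ranked first in each direction by the same order are given by identifier, a change made after the data were examined. Expression is given as CPM on TMM-scaled library sizes. Correlations and principal components used log2 CPM with a prior count of 2. The SD of a single library was solved from the variances of the 3 pairwise log2 differences within its group.

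Counts of 3 or fewer were treated as the floor, since a count of 0 allows up to 3 counts. 3 counts correspond to between 0.0976 and 0.133 CPM on the TMM-scaled sizes of these libraries. Such limits cover counting error only. With 3 samples against 3, an exact permutation test of a single value cannot give a two-sided p below 0.1.

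Alternatives were other scaling factors, 3 other expression filters, edgeR's robust quasi-likelihood, likelihood ratio and exact tests, DESeq2 1.42.0, limma voom 3.58.1, counts thinned to the smallest library, the replicate number as a block, and each library left out in turn. limma voom with sample weights was added after the data were examined. The replicate numbers were tested for pairing by correlating, across genes, the deviations of same-numbered samples from their group means. The correlation was 0.057 for number 1 and 0.06 for number 3, and only these 2 numbers are shared, so the samples were treated as unpaired.

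The tests were tested on simulated counts drawn with the means, dispersions and library sizes of the tested genes. Each gene had the same dispersion in all 6 libraries, so the wider spread of pMES libraries 1 and 4 was left out. In the first simulation 200 genes were changed. Of these, 197 passed the filter among 10516 simulated genes. The quasi-likelihood test called 119 genes at an adjusted p under 0.05, of which 9 had not been changed. It recovered 20.5% of genes changed 2-fold, 68.4% of those changed 4-fold and 100% of those changed 16-fold. In simulated data with no change at all, 4.73% of 10539 genes had an unadjusted p under 0.05, 378 passed the authors' threshold and 0 passed an adjusted p of 0.05. DESeq2 called 163 genes in the first simulation, 38 of them unchanged, and 8 in the second.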

Results

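To measure the effect of AQP1 overexpression on the transcriptome of migrating cranial neural crest, RNA-seq was performed on sorted cells carrying the AQP-1 FL construct (n = 3 pools) or the pMES control (n = 3 pools). Cranial neural crest cells are embryonic cells that leave the dorsal neural tube and migrate into the head. The table covered 17108 Ensembl genes, of which 2258 had 0 counts in every library. The total was 29394194, 28116856 and 29607133 counts in AQP1 libraries 1, 2 and 3, and 26019025, 23733334 and 23423235 counts in pMES libraries 1, 3 and 4. AQP1 libraries were thus deeper, at 29039394 ± 806005 counts (SD, n = 3) against 24391865 ± 1417667 counts (SD, n = 3), a difference of 19.1%. The groups did not overlap, and the exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 samples allow. The 10 most abundant genes took between 7.92% and 9.56% of the counts of a library.

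Genes with at least 1 count numbered 13093, 13046 and 13416 in AQP1 libraries 1, 2 and 3. They numbered 13026 in pMES library 3, but 11948 in pMES library 1 and 11918 in pMES library 4. The group means were 13185 ± 201 genes for AQP1 and 12297 ± 631 for pMES (SD, n = 3 each), with p = 0.1 in the exact two-sided permutation test. With a minimum of 10 counts per gene the means were 10848 and 10462. After all libraries were thinned to the smallest total, pMES libraries 1 and 4 had 11900 and 11918 detected genes and pMES library 3 had 13012. AQP1 libraries 1, 2 and 3 had 12960, 12918 and 13248, so the groups overlapped at equal depth and the exact two-sided permutation test gave p = 0.3.

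The replicate pools were then compared with each other. Across the 10819 genes tested, which are not independent replicates, Pearson's r of log2 CPM lay between 0.972 and 0.979 for the 3 pairs of AQP1 libraries and between 0.902 and 0.94 for the 3 pairs of pMES libraries. Pairs of an AQP1 and a pMES library gave 0.918 to 0.969, so some pairs from different groups were closer than any pair within pMES. No 2 columns held the same library within counting noise, with a chi-square statistic per degree of freedom of 31.6 or higher in every pair. This test counts amplified reads as independent, so it does not bear on whether 2 libraries came from one pool. The first principal component held 40.9% of the variance and set pMES library 1 apart from the other libraries. The second held 31.1% and set pMES library 4 apart. The first component did not separate the groups. On the second the AQP1 libraries scored 19.7 to 29.7, just above pMES library 3 at 16.6.

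**Figure D1:**
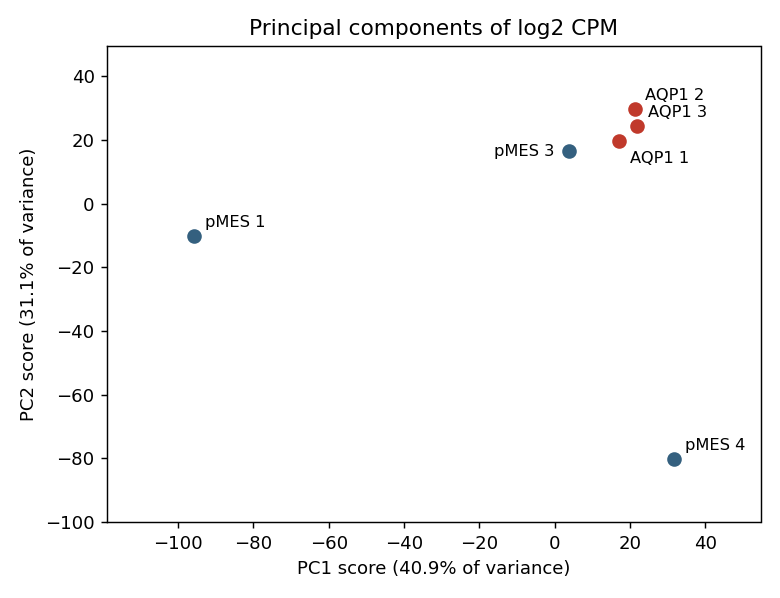
Scores of the 6 libraries on the first and second principal components of log2 CPM (axes in score units, with the share of variance), AQP1 in red and pMES in blue. pMES libraries 1 and 4 lie far from the other 4 libraries, each along a component of its own, while pMES library 3 lies near the 3 AQP1 libraries.

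The SD of a single library over all tested genes was 1.02 log2 units for pMES library 1 and 0.957 for pMES library 4. It was 0.524 for pMES library 3 and 0.497, 0.485 and 0.36 for AQP1 libraries 1, 2 and 3. The difference depended on gene abundance. The tested genes were divided by abundance into 4 bins of equal size. In the bin of lowest abundance the SD was 1.74 in pMES library 1, 1.62 in pMES library 4 and 0.765 in pMES library 3, against 0.6 to 0.832 in the AQP1 libraries. In the bin of highest abundance the 3 pMES values were 0.32, 0.245 and 0.359, against 0.12 to 0.293 in the AQP1 libraries.

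**Figure D2:**
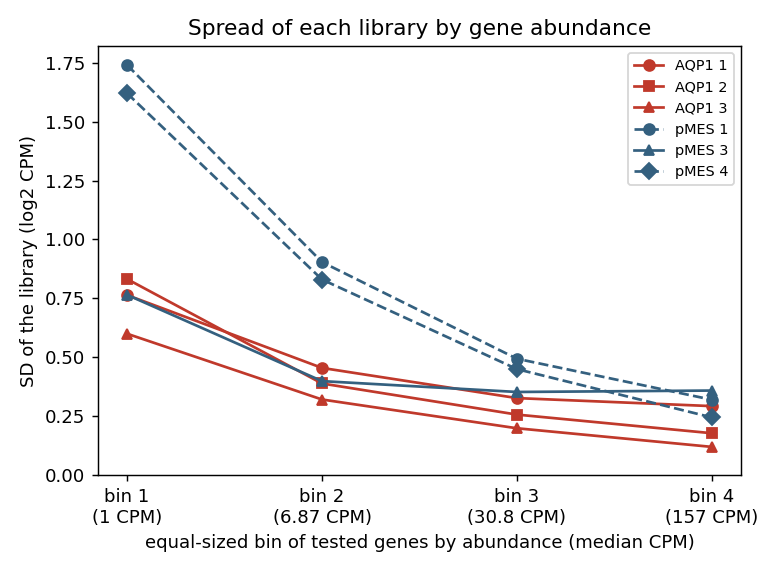
SD of each library (log2 CPM, y axis) in 4 equal-sized bins of the tested genes ordered by abundance (x axis, with the median CPM of each bin), AQP1 in red and pMES in blue, with dashed lines for pMES libraries 1 and 4. These libraries have the highest SD, 1.74 and 1.62, in the lowest bin and lie within the range of the others, at 0.32 and 0.245, in the highest.

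AQP1 and pMES cells were compared gene by gene. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 10819 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.0728. An unadjusted p under 0.05 was reached by 1027 genes, or 9.49% of those tested. In counts simulated without any change it was 4.73%, but these left out the wider spread of pMES libraries 1 and 4. In edgeR's quasi-likelihood test, setting AQP1 library 1 with pMES libraries 1 and 4 against the other 3 libraries gave 920 genes. The remaining divisions into 3 and 3 gave between 193 and 464. The count was 710, 626 and 574 without AQP1 libraries 1, 2 and 3. It was 1169, 1641 and 1393 without pMES libraries 1, 3 and 4. The biological coefficient of variation was 37.5%. The choice of test moved the count of adjusted calls most: DESeq2's Wald test gave 174 genes, 71 higher and 103 lower in AQP1 cells. With the same DESeq2 test, the division of the libraries that set AQP1 library 1 with pMES libraries 1 and 4 against the other 3 gave 246 genes.

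Under the threshold stated for the series, read with an unadjusted p under 0.05 and a fold change above 1.5, 680 genes were called. Of these, 310 were higher and 370 were lower in AQP1 cells, with median log2 fold changes of 0.96 and -1.24. Data simulated without any change, with the same dispersion in all libraries, gave 378 such genes. In 560 of the 680 genes the 3 AQP1 values and the 3 pMES values did not overlap. Over all tested genes this held for 1844 genes, or 17%. Chance gives 10% for 3 against 3 only where all libraries vary alike. The libraries here differed in spread, so the 17% cannot be read as an excess over chance. The balance of directions depended on the fit. With library size as the only scaling, 443 genes were higher and 267 lower, and limma voom gave 465 and 296. With DESeq2's size factors 300 were higher and 385 lower, and with upper quartile factors 295 and 385. The count moved with single libraries. It rose to 782, 1293 and 1078 genes without pMES libraries 1, 3 and 4. Without AQP1 libraries 1, 2 and 3 it fell to 583, 478 and 498.

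**Figure D3:**
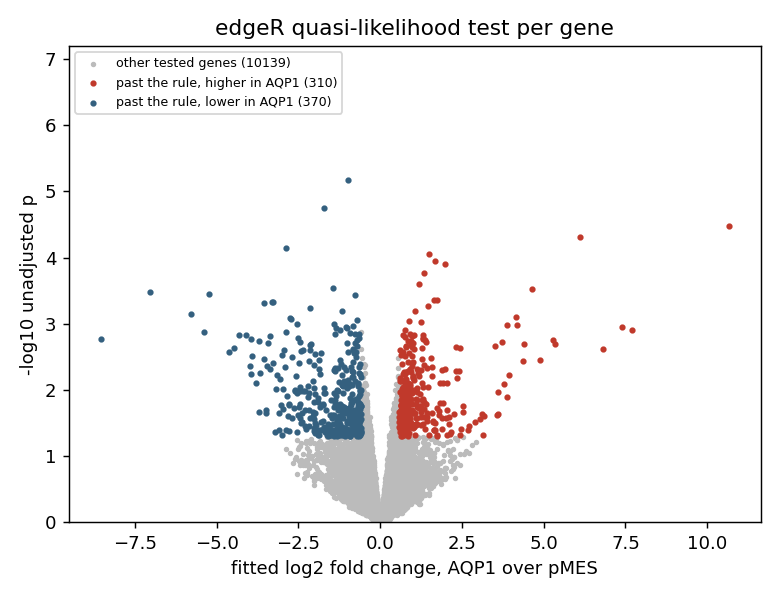
Fitted log2 fold change of AQP1 over pMES (x axis) against the -log10 unadjusted p of edgeR's quasi-likelihood test (y axis), 1 point per tested gene. The 310 genes past the threshold of the series and higher in AQP1 are red, the 370 lower are blue, and the rest are grey; no point passes an adjusted p of 0.05.

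The other 9 ways to divide the 6 libraries into 3 and 3 gave between 152 and 570 genes under the same threshold. The highest of these counts came from the division that placed pMES libraries 1 and 4 together with AQP1 library 1.

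**Figure D4:**
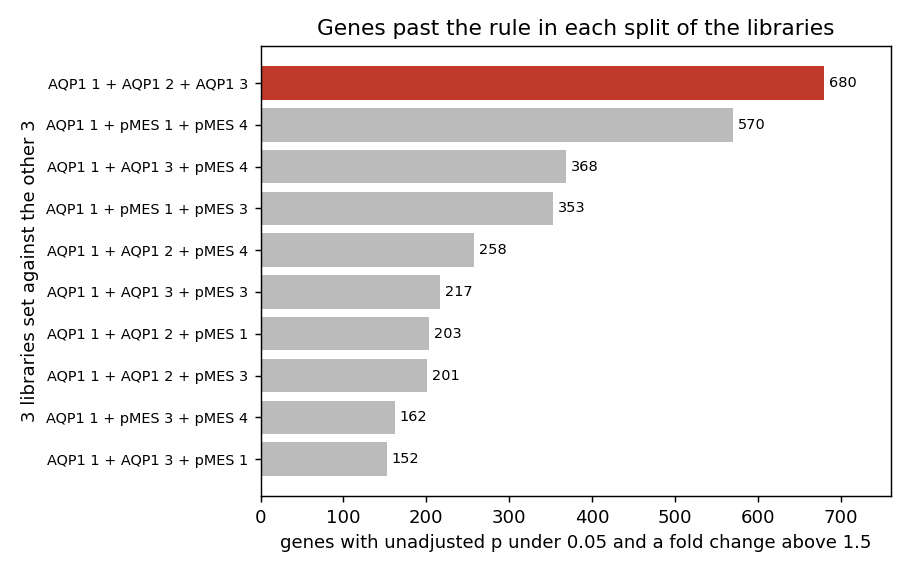
Number of genes with an unadjusted p under 0.05 and a fold change above 1.5 (x axis) when the 3 libraries named on the y axis are set against the other 3, with the real groups in red. The real groups give 680 genes, and the next division, of AQP1 library 1 with pMES libraries 1 and 4, gives 570.

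ENSGALG00000026383 had the smallest p of all genes. Its level was 1955 ± 77.0 CPM (SD, n = 3) in AQP1 cells and 3830 ± 118 CPM (SD, n = 3) in pMES cells. The log2 fold change was -0.97 with a standard error of 0.102, and the adjusted p in edgeR's quasi-likelihood test was 0.0728. ENSGALG00000027240 fell from 114.2 ± 26.8 CPM to 34.4 ± 3.5 CPM (SD, n = 3 each), a log2 fold change of -1.73 with a standard error of 0.206 and an adjusted p of 0.0972 in the same edgeR test.

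Among the genes that rose, ENSGALG00000027874 had 102, 334 and 231 counts in AQP1 libraries 1, 2 and 3 and 0 counts in each pMES library. Its mean of 7.58 ± 4.23 CPM (SD, n = 3) was at least 57.2-fold higher than the floor of 3 counts in the pMES libraries, with an adjusted p of 0.119 in edgeR's quasi-likelihood test. ENSGALG00000005209 had 6990, 7282 and 6740 counts in AQP1 libraries 1, 2 and 3, against 211, 32 and 12 counts in pMES libraries 1, 3 and 4. Its level was 235.7 ± 18.5 CPM in AQP1 cells and 3.38 ± 4.21 CPM in pMES cells (SD, n = 3 each), which is 69.8-fold higher. The log2 fold change was 6.10 with a standard error of 0.825, and the adjusted p in edgeR's quasi-likelihood test was 0.13. Without pMES library 1 the log2 fold change of ENSGALG00000005209 was 7.93 and its adjusted p was 0.000395. The direction of these 4 genes was the same in each of the 3 AQP1 libraries against each of the 3 pMES libraries. The rule for naming genes required this, since it took only genes whose AQP1 and pMES values do not overlap. Which identifier belongs to the transfected gene was not determined here, so the overexpression itself was not checked.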

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

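The count of genes with an adjusted p under 0.05 was 0 under TMM, DESeq2's size factors, upper quartile factors, library size alone, a filter at 1 CPM in 3 samples, robust quasi-likelihood and thinned counts. It was 3 with at least 10 counts in every sample, 6 without a filter, 2 with limma voom and 4 with limma voom and sample weights. It was 132 with edgeR's exact test, 141 with its likelihood ratio test and 174 with DESeq2's Wald test, and these last 3 tests shared 117 genes, 46 higher and 71 lower. Leaving out each library in turn gave from 0 to 1 gene; the single gene, found without pMES library 1, was ENSGALG00000005209. The quasi-likelihood test estimates each gene's dispersion with its uncertainty, which the other 3 tests do not. The simulations do not reproduce a gap of this size, but they left out the wider spread of pMES libraries 1 and 4. Without change they gave 0 calls for quasi-likelihood, 2 for the exact test, 3 for the likelihood ratio test and 8 for DESeq2, and with 200 changed genes 119, 146, 153 and 163. The cause of the difference was not tested.

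The count under the threshold of the series, 680 genes, stayed between 615 and 911 under the other scalings, filters, tests and thinned counts applied to all 6 libraries. It was 0 when the p-value was adjusted, and 315, with 134 higher and 181 lower, when glmTreat tested for a change beyond 1.5-fold; both criteria are stricter by construction. Leaving out 1 library gave from 478 genes (without AQP1 library 2) to 1293 (without pMES library 3), of which 548 were among the 680. Without pMES library 4 it was 1078, with 519 shared. Both of these fits had fewer samples and yet more calls; the cause was not tested. The share of higher genes was 45.6% in the main fit and 62.4% with library size alone, 61.1% with limma voom (465 higher, 296 lower) and 57.7% without pMES library 1 (451 higher, 331 lower). The median log2 fold change of all genes moved from -0.0087 to 0.064 with library size alone.

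With the replicate number as a replicate block, 767 genes passed the threshold of the series, 378 of them among the 680, and 0 passed an adjusted p of 0.05, with 1112 at an unadjusted p under 0.05. Only numbers 1 and 3 occur in both groups. AQP1 library 2 and pMES library 4 thus stood alone in their blocks and did not bear on the fitted difference. These counts therefore rest on fewer libraries than those of the main fit. The samples share only a number as far as the correlations in the processing section show.

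The 4 genes given by identifier kept their direction in all 79 of their alternative fits. They were chosen for groups that do not overlap, so this outcome was close to fixed in advance. Of these fits, 25 brought the adjusted p under 0.05 and 54 left it above. The lowest and highest adjusted p over these fits were 4.28e-08 and 0.841 for ENSGALG00000005209, 7.37e-11 and 0.814 for ENSGALG00000026383, 2.23e-11 and 0.841 for ENSGALG00000027240, and 2.57e-14 and 0.841 for ENSGALG00000027874. The last of these was not tested with at least 10 counts in every sample, since its pMES counts are 0. Median replicate correlations rose from 0.978 to between 0.982 and 0.984 in AQP1 and from 0.931 to between 0.953 and 0.955 in pMES when weakly expressed genes were filtered or damped. The planned AQP1 and gene list results were not run, for want of gene names.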

Other observations

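Except for the fits named next, the tests in this part were added after the counts had been examined. The main test, DESeq2 on the real groups, limma voom without weights and the fits with a library left out were chosen beforehand. The count of other splits with DESeq2 and the spread among abundant genes were chosen after the result they bear on had been seen. So were the other matchings of lost genes and the count of lost genes in each library. For the other tests of an explanation, sample weights included, the expected outcome was written down before the test was run.

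The real grouping gave more genes under the threshold of the series than any other grouping: 1 of the 10 splits of the 6 libraries, the real one, reached 680. All 10 of the 10 splits gave as many genes at an adjusted p under 0.05, because each gave 0. With 10 splits no share below 0.1 can be had, so chance stays open. The DESeq2 calls do not stand apart in this way: 2 of the 10 splits gave as many as 174 genes, and the split that joined pMES libraries 1 and 4 with AQP1 library 1 gave 246. The remaining 8 splits gave between 0 and 28 genes with DESeq2. A grouping of the 2 most variable libraries with AQP1 library 1 thus gave a longer DESeq2 list than the treatment did. Grouped with AQP1 library 2 or 3 instead, the same 2 libraries gave only 4 and 3 genes.

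Genes that were at the floor of 3 counts or fewer in all libraries of one group and had at least 20 counts in every library of the other numbered 7, of which 4 were present in AQP1 and 3 in pMES. The other splits gave 0 or 1 such gene each, so 1 of the 10 splits reached this number. ENSGALG00000027874 is among the 4.

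pMES libraries 1 and 4 detected fewer genes than the other 4 libraries, and the tables argue against sequencing depth as the cause. After thinning to one total, 1000 genes still lay between the higher of these 2 libraries and the lowest of the other 4. A few dominant genes do not account for it either, since the gap was 985 genes without the 100 most abundant genes. A candidate explanation is that fewer RNA molecules entered amplification in these pools, so that rare transcripts were lost at random. The spread by abundance goes with it only in part. In the lowest of 4 equal-sized bins of genes the SD of pMES libraries 1 and 4 was 1.74 and 1.62 log2 units, against 0.6 to 0.832 in the other 4 libraries. In the highest bin it was 0.32 and 0.245. Both values lie below the 0.359 of pMES library 3, but that library had the highest SD of all 6 in this bin. The AQP1 libraries had 0.293, 0.178 and 0.12 there, so pMES library 1 exceeded each of them. Whether the extra spread is gone among abundant genes thus depends on the library it is set against, and random loss stays open as its cause.

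Loss at random alone does not cover the genes missing from both libraries. Among 9262 genes with at least 20 counts in the 3 AQP1 libraries and pMES library 3, 117 were at the floor in pMES library 1 and 112 in pMES library 4, of which 111 and 108 belonged to the lowest of 4 abundance bins and 0 to the highest. Both libraries lacked 20 of these genes. Permutations matched on abundance gave 9.35 on average with a 95% range of 4 to 15, so the observed number was 2.14 times the expected one. Matching on the mean of the other 4 libraries in 200 bins gave 10.2 on average with a range of 5 to 16. Matching on pMES library 3 alone in 200 bins gave a range of 3 to 12. The observed 20 lay above both ranges. Some genes may therefore be missing from both pools for a shared reason, such as a transcript property that lowers capture or a difference in the cells sorted; gene lengths, GC contents and cell type markers were not used here, so neither was tested. In a count that treats each library alike, of genes at the floor in that library with at least 20 counts in each of the other 5, pMES libraries 1 and 4 had 74 and 79 genes, pMES library 3 had 3, and AQP1 libraries 1, 2 and 3 had 0, 2 and 0. Both affected libraries are controls, so a relation to the treatment was not excluded.

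Whether the extra spread of pMES 1 and pMES 4 keeps the number of adjusted calls low cannot be told apart from other causes here. Sample weights estimated by limma voom were lowest for these libraries, 0.42 and 0.589 against 0.812 to 2.93 for the others, and the weighted fit gave 4 genes at an adjusted p under 0.05 against 2 without weights. At an unadjusted p under 0.05 the weighted fit gave fewer genes, 1041 against 1139, and under the threshold of the series 670 against 761. The ratio of adjusted calls met the threshold of 1.5 times set before the fit, but this threshold had not allowed for counts this small, and after they were seen the test was taken as undecided. Leaving out pMES library 1 gave 1 gene and leaving out pMES library 4 gave 0. At an unadjusted p under 0.05 these fits had 1169 and 1393 genes, against 1027 with all 6 libraries. The fit without pMES library 3, which keeps both of the wide libraries, had more, 1641, and 0 at an adjusted p under 0.05. It also took out the control nearest to the AQP1 libraries, with Pearson's r of 0.9648 to 0.9694 to them. The rise therefore does not decide whether the spread of the wide libraries limits the unadjusted count. Each of these fits also has fewer samples.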
